# STATegra, a comprehensive multi-omics dataset of B-cell differentiation in mouse

**DOI:** 10.1038/s41597-019-0202-7

**Published:** 2019-10-31

**Authors:** David Gomez-Cabrero, Sonia Tarazona, Isabel Ferreirós-Vidal, Ricardo N. Ramirez, Carlos Company, Andreas Schmidt, Theo Reijmers, Veronica von Saint Paul, Francesco Marabita, Javier Rodríguez-Ubreva, Antonio Garcia-Gomez, Thomas Carroll, Lee Cooper, Ziwei Liang, Gopuraja Dharmalingam, Frans van der Kloet, Amy C. Harms, Leandro Balzano-Nogueira, Vincenzo Lagani, Ioannis Tsamardinos, Michael Lappe, Dieter Maier, Johan A. Westerhuis, Thomas Hankemeier, Axel Imhof, Esteban Ballestar, Ali Mortazavi, Matthias Merkenschlager, Jesper Tegner, Ana Conesa

**Keywords:** Functional genomics, Metabolomics, Transcriptomics, Proteomics, Data acquisition

## Abstract

Multi-omics approaches use a diversity of high-throughput technologies to profile the different molecular layers of living cells. Ideally, the integration of this information should result in comprehensive systems models of cellular physiology and regulation. However, most multi-omics projects still include a limited number of molecular assays and there have been very few multi-omic studies that evaluate dynamic processes such as cellular growth, development and adaptation. Hence, we lack formal analysis methods and comprehensive multi-omics datasets that can be leveraged to develop true multi-layered models for dynamic cellular systems. Here we present the STATegra multi-omics dataset that combines measurements from up to 10 different omics technologies applied to the same biological system, namely the well-studied mouse pre-B-cell differentiation. STATegra includes high-throughput measurements of chromatin structure, gene expression, proteomics and metabolomics, and it is complemented with single-cell data. To our knowledge, the STATegra collection is the most diverse multi-omics dataset describing a dynamic biological system.

## Abstract (summary)

**Table:** 

Measurement(s)	messenger RNA • miRNA • methylation • deoxyribonuclease activity • assay for transposase-accessible chromatin using sequencing • scRNA • chromatin immunoprecipitation • protein expression profiling • metabolite • metabolite (http://purl.obolibrary.org/obo/CHEBI_25212)
Technology Type(s)	RNA sequencing • RRBS • DNase-Seq • ATAC-seq • scRNA-seq • scATAC-seq (Microfluidics) • ChIP-seq • mass spectrometry • ultra-performance liquid chromatography-mass spectrometry • gas chromatography-mass spectrometry
Factor Type(s)	Ikaros level • harvesting time
Sample Characteristic - Organism	Mus musculus

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.9773624

## Background and Summary

The concept of multi-omics and data-integration has been increasingly used during the last 5 years to describe the multitude of high-throughput molecular technologies that can be applied to the study and analysis of biological systems^1^. Such techniques hold the promise to uncover the different biological processes and layers of regulatory complexity within biological systems. In brief, high-throughput molecular methods can extract information of essentially three basic, yet different components of living cells. Nucleic acids can readily be profiled using massive, parallel sequencing, which in turn provide deep a characterization of chromatin properties (i.e. Hi-^2^C, ATAC-seq^3^, DNase-seq^4^, ChIP-seq^5^, WGBS^6^, RRBS^7^) and the dynamics of gene expression (i.e. RNA-seq^8^, microRNA-seq^9,10^, PAR-CLiP^11^, iCLIP-seq^12^). Proteins are measured by proteomics and phosphoproteomics approaches, based on Liquid Chromatography (LC) and Isotope-coded affinity tag labeling (iTRAQ) coupled to Mass Spectrometry (MS). Finally, the metabolome and lipidome, i.e. organic compounds, are captured using mature techniques such as LC/GC-MS or Nuclear Magnetic Resonance (NMR). Increasingly, multi-omics technologies are applied during the same physiological conditions from either the same or different samples to generate a comprehensive set of data spanning multiple molecular levels. The general expectation of multi-omics projects is that the combination of multi-layered data will reveal aspects of the complexity of biological systems that cannot be fully understood using only a particular data-type. Moreover, in addition to the exciting technical reality of being able to monitor several complementary data-types, the community has come to realize the power of using time in the experimental design. Hence, by collecting data over time, where as a rule the different molecular entities are correlated, it is much more amenable to extract key processes from each data-type as well as uncovering dependencies between different regulatory layers. These technical and conceptual advances are currently being transferred into the vibrant single-cell biology community. Thus, recent advances in single-cell omics technologies have made it feasible to perform multi-omics profiling of individual cells. Consequently, the single-cell community can benefit from the experiences and lessons derived from time-dependent bulk multi-omics analysis. Clearly, a high-resolution single-cell analysis has proven crucial to assess tissue heterogeneity^13–15^, cell fate^16,17^. In conclusion, we are most likely entering an era where we can target regulatory networks in single cells^18^ using a temporal paradigm coupled to a multi-omics analysis.

While multi-omics projects are frequently depicted as a set of stacked molecular layers that are connected to pass information from the genetic component to the organismal phenotype, the harsh reality is that still many multi-omics project are constrained by budgetary restrictions and sample limitations which evidently reduce the number technologies that can realistically be assessed. In most cases, only a few data types can be included, with a limited number of samples, and analyses is as a rule restricted to focus on 2 or 3 regulatory layers. A few international projects have however successfully collected large datasets and generated comprehensive portfolios of omics measurements. For example, ENCODE^19^, TCGA^20^, IHE^21^, ImmGen^22^, had the explicit goal to perform an extensive characterization of a particular set of cells or tissues. These projects have impacted the scope and type of analysis methods and scientific discoveries that can be achieved so far by the multi-omic approach. In some cases combining multi-level data has the ambition to increase the required statistical power to enable the classification of samples or predict disease outcomes. By measuring different types of features the chance of identifying relevant biomarkers increases, but the analysis does not automatically lend itself to a mechanistic account of the inter-dependencies between these biomarkers as well as their relationship with the outcome, such as a disease. In some cases however, two specific omics layers are measured in order to probe their regulatory relationships. For example, methods that integrate ATAC-seq or RRBS with RNA-seq might shed light on the epigenetic control of gene expression^23^, while integrating transcriptomics and metabolomics data may help elucidate metabolic regulation^24,25^. Yet, there have been very few multi-omic studies that evaluate dynamic processes such as cellular growth, development and adaptation. Hence, we still lack formal analysis methods and comprehensive multi-omics datasets that can be leveraged to develop true multi-layered models for dynamic cellular systems. This state-of-affairs has been the rationale underpinning the formulation of what is referred to as the STATegra project (http://www.stategra.eu/). This is a transnational initiative to develop methods, software and data for dynamic multi-omics analyses. From the STATegra project several tools for integrative multi-omics data analyses have been published and released^26–33^.

Here we share the collection of the different STATegra datasets, a multi-omics dataset that combines measurements from up to 10 different omics technologies applied to the same biological system. STATegra uses a well-studied system, namely mouse pre-B-cell differentiation, in a cell line model^34^. This is a highly reproducible *in vitro* system^33–36^ that allows the generation of sufficient material to deploy a comprehensive set of omics measurements. STATegra covers the three types of biomolecules and the different layers that comprise the basic flow of genetic information: chromatin structure (through DNase-seq, RRBS and ChIP-seq), gene expression (RNA-seq and miRNA-seq), proteomics and metabolomics. The collection is complemented with single-cell RNA-seq and ATAC-seq data on the differentiating conditions. The STATegra multi-omics dataset is unique in the number and diversity of omics technologies available and in the dynamic nature of the system. Our ambition has been to generate this collection of data to serve – in full or using parts of it- as workbench for the development of integrative analysis methods for the multi-layered systems biology.

In previous studies, ChIP-seq data from this collection have been used to identify Ikaros targets^34^. ChIP-seq, DNase-seq, RNA-seq and scRNA-seq datasets were used in Vidal *et al*.^35^ to describe the cross-talk between IKAROS Foxo1 and Myc transcription factors in regulating B-cell development. scATAC-seq, scRNA-seq and ATAC-seq data have been used to develop new statistical methods for the integration of single-cell multi-omics^33^.

## Methods

### Experimental design

Figure 1 illustrates the STATegra dataset. The mouse B3 cell line models the pre-BI (or Hardy fraction C’) stage. Upon nuclear translocation of the Ikaros transcription factor these cells progress to the pre-BII (or Hardy fraction D) stage, where B cell progenitors undergo growth arrest and differentiation^34,37^. The B3 cell line was retrovirally transduced with a vector encoding an Ikaros-REt2 fusion protein, which allows control of nuclear levels of Ikaros upon exposure to the drug Tamoxifen^34^. In parallel, cells were transfected with an empty vector to serve as control for the Tamoxifen effect. After drug treatment, cultures were harvested at 0 h, 2 h, 6 h, 12 h, 18 h and 24 hs (Fig. 1a) and profiled by several omics technologies: long messenger RNA-seq (mRNA-seq) and micro RNA-seq (miRNA-seq) to measure gene expression; reduced representation by bisulfite sequencing (RRBS) to measure DNA methylation; DNase-seq to measure chromatin accessibility as DNaseI Hypersensitive Sites (DHS) and transcription factor footprints, shotgun proteomics and targeted metabolomics of primary carbon and amino-acid metabolism. Moreover, single-cell RNA-seq (scRNA-seq) data for the entire time-series, while bulk ATAC-seq (ATAC-seq) and single-cell ATAC-seq (scATAC-seq) were obtained in a later round of experiments for 0 h and 24 h-time points of Ikaros induction only (no control series were run for these datasets). The dataset is complemented by existing ChIP-seq data on the same system equivalent to our 0 h and 24 h time points^34^. In total, 793 different samples across the different omics datasets define the STATegra data collection (Fig. 1b).

**Fig. 1:**
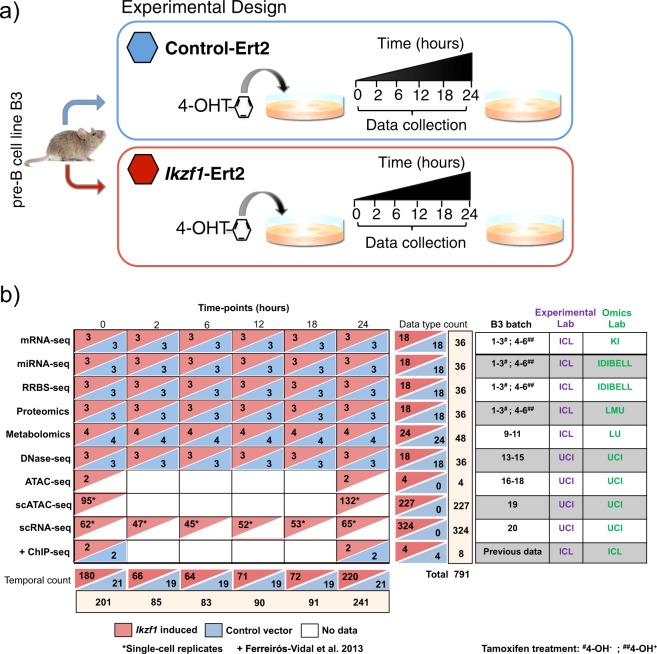
STATegra data generation. (**a**) Inducible Ikaros B3 cell system. Time course experiment collects samples at 6 time-points after Tamoxifen induction of Ikaros expression, Control cells carry empty vector. (**b**) Diversity of omics platforms, number of biological replicates, batch distribution and lab assignment for B3 cell culture and omic library preparation. Data on each row corresponds to the one omics type on the left. +Previous data from^34^.

The time points analyzed were based on previous microarray studies^34^ and have been fully validated by comparing the transcriptional response in this experimental system to pre-B cell differentiation *in vivo*. Ikaros translocates to the nucleus of B3 cells within minutes, binds to target promoters and changes RNAP2 occupancy and primary transcript levels with immediate effect^36^. The 2 h time point is relatively late compared to changes in primary transcript levels^36^ and was chosen because the data presented here were generated by conventional RNA-seq, which relies on changes in steady state, rather than primary transcript levels.

### Culture conditions

B3 cells containing inducible Ikaros can be expanded before induction of Ikaros to produce sufficient material for all omics experiments. G1 arrest occurs within 16 h following Ikaros induction. Cells containing inducible Ikaros were generated by transducing mouse pre-B cell line B3 with mouse stem cell virus (MSCV) retroviral vectors encoding a fusion protein of haemagglutinin-tagged wild type Ikaros (HA-Ikaros) and the estrogen receptor hormone-binding domain (ERt2), followed by an internal ribosomal entry site (IRES) and GFP. Control cells were generated by transducing mouse pre-B cell line B3 with mouse stem cell virus (MSCV) retroviral vectors encoding the estrogen receptor hormone-binding domain (ERt2) followed by an internal ribosomal entry site (IRES) and GFP. Retroviral infected B3 cells were sorted based on GFP levels. GFP positive cells were expanded in culture for few days (3–4) and then frozen. Frozen vials containing 5 million cells were stored in liquid nitrogen.

For time course experiments, 10 million control and Ikaros cells were thawed and expanded for 4 days. Four days later cells were plated for induction of the different time points. Both control and Ikaros cells were split in flasks containing 20 million cells at a density of 0.5 million cells per ml each. For time point inductions, 0.5 uM 4-hydroxy-tamoxifen (4-OHT) was added to both, a flask containing Ikaros cells and a flask containing control cells, at one of the specified times: 2 h, 6 h, 12 h, 18 h or 24 h before collection. Cells for time point 0 h (no 4-OHT) induction were obtained separately in three different batches (Fig. 1b). All cells within the same experimental batch were harvested simultaneously. Cells were centrifuged for 5 min at 1200 rpm, washed twice in PBS and counted to aliquot. Aliquots of 10 million cells were done for RNA-seq and metabolomics and proteomics platforms and of 5 million cells for miRNA-seq and Methyl-seq platforms. Cell pellets were snap-frozen in liquid nitrogen and stored at -80. 20–25 million and 50,000 cells were used for DNase-seq and bulk ATAC-seq samples. The full time course experiment was repeated different times (batches) to generate biological replicates (Fig. 1b). The same physical cultures were used to obtain cells for mRNA-seq, miRNA-seq, RRBS and proteomics. Other omics technologies ran their own cultures to obtain cell material.

### Acquisition of Multi-omics data

#### RNA-seq

Total RNA was isolated with RNAbee (Ambion), frozen ICL and transported *via courier* (<1 day) to Karolinska Institutet. To account for the impact of the different sources of variability during RNA-seq profiling, we implemented a carefully balanced distribution of samples in relation to time points (6 time points), treatment (Ikaros vs Control), library preparation, bar-code, sequencing run and lanes and biological replicates (3 batches). Briefly, samples were first balanced in six library preparation runs of 6 samples each (Fig. 2). Secondly, each RNA-seq library was split into two (total of 72) in order to better account for variability associated with sequencing. Finally, for sequencing, 75 nucleotides paired-end, the 72 libraries were balanced into 4 flow-cells and in each lane we included 3 libraries. In each lane, we ensured to have different libraries, different batches, different time points and at least both conditions present. Additionally, we balanced the time-points, conditions and batches within each flow-cell. For each flow-cell, a full lane was reserved for quality control. We aimed to obtain 50 M reads per library, therefore 100 M reads per sample. Libraries were built using the strand-specific RNA-seq dUTP protocol^38^. Sequencing was conducted on an Illumina HiSeq 2500 platform.

**Fig. 2:**
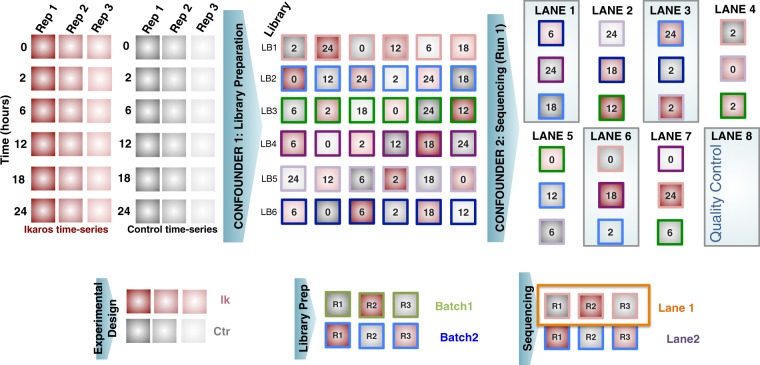
Experimental design for RNA-seq.

### Small RNA-seq for miRNA analysis

Small RNA-seq analysis was performed using Trizol-extracted total RNA of 3 biological replicates (4,5,6) for time 0 h and total RNA of 3 biological batches (1, 2 and 3) for times 2 h, 6 h, 12 h, 18 h and 24 h. RNA quality was assessed using Bioanalyzer (Agilent Technologies) evaluating the RNA integrity number (RIN). The library was generated using TruSeq Small RNA Sample Preparation Kit and deep sequencing was performed in Illumina Hiseq 2000 platform. Between 15 and 20 millions of sequencing reads were obtained from each sample.

The library preparation and sequencing of the biological replicates were conducted in two different occasions (technical batches). Figure 3 shows the experimental design according to the batch in which samples were processed. There were two experimental conditions (C = Control, IK = Ikaros) and the 3 biological replicates per condition and time point were numbered as 1, 2 and 3. For some of these biological replicates one additional technical replicate was generated (Fig. 3) in order to estimate the variability between technical batches and to correct any potential batch effect.

**Fig. 3:**
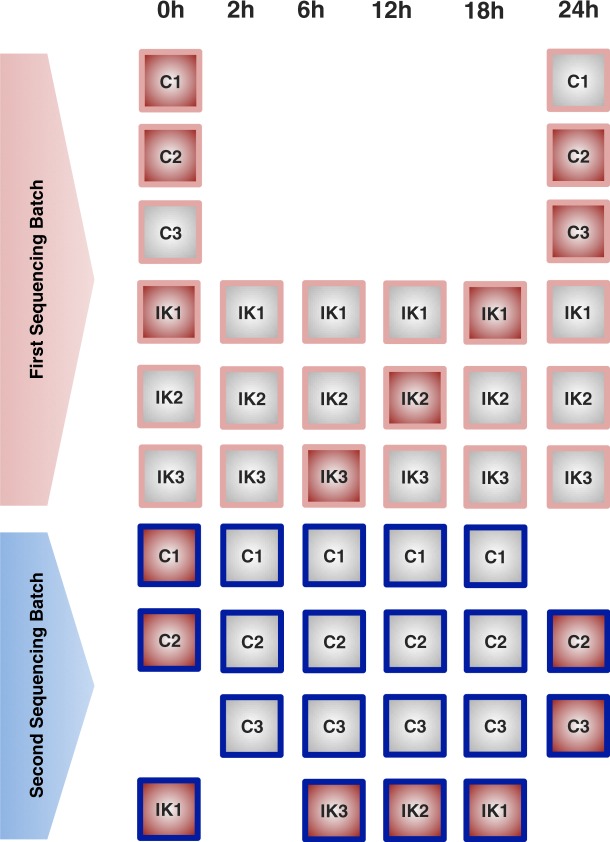
Experimental design for small RNA-seq. Two sequencing batches were run. Samples with red filling were repeated at both batches to allow for estimation of batch effects.

### DNase-seq

DNase-seq was performed on ~20–25 million cells with 3 biological replicates for all time-points (0–24 hours) and conditions (Ikaros-inducible and control). Briefly, cells were harvested and washed with cold 1X PBS, prior to nuclei lysis. Lysing conditions were optimized to ensure >90% recovery of intact nuclei. DNaseI concentrations were titrated on Ikaros-inducible and control cells using qPCR against known positive DNaseI hypersensitive promoters (Ap2a1, Ikzf1, Igll1) and negative inaccessible hypersensitive promoters (Myog, Myod) in our biological system, thereby reducing excessive digestion of DNA. Enrichment of DNaseI hypersensitive fragments (0–500 bp) was performed using a low-melt gel size selection protocol. Library preparation was performed and sequenced as 43 bp paired-end NextSeq 500 Illumina reads. DNaseI libraries were sequenced at a minimum depth of 20 million reads per each biological replicate. To perform DNaseI footprinting analysis, libraries were further sequenced and merged to achieve a minimum of 200 million mapped reads.

### RRBS

Genomic DNA was isolated using the high salt method and used for reduced representation bisulfite sequencing (RRBS), a bisulfite-based protocol that enriches CG-rich parts of the genome, thereby reducing the amount of sequencing required while capturing the majority of promoters and other relevant genomic regions. This approach provides both single-nucleotide resolution and quantitative DNA methylation measurements. 

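RRBS reads start at the cut sites of MspI, so the sites measured lie near CCGG in the genome. Of the CpG positions listed for the RRBS samples, 99.6% lay within 100 bp of a CCGG in GRCm38, and the median distance was 27 bp. Chromosome 11 held 91242 positions, chromosome X 18038 and chromosome Y 295. Transcription starts were taken from the GENCODE M21 annotation of the same build. Of 21938 protein-coding genes, 11662 (53.2%) had at least 1 listed position within 1000 bp of a transcription start, and 11312 (51.6%) had a CpG cluster with a value in every sample there. These shares depend on the annotation and on the window, and they count all annotated transcripts of a gene.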

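Each position in the deposited tables was 1 base long. Compared with GRCm38, 1116322 positions fell on a CG dinucleotide and 95 did not. The cytosines of both strands were listed separately, 556958 on the forward strand and 559364 on the reverse strand, which made 646696 distinct CG dinucleotides, 469626 of them with both strands listed. The levels were mostly near the ends of the scale. The mean level over the samples was under 10% at 55.3% of the positions, between 10% and 90% at 8.50% and over 90% at 36.2%. Of all values, 27.4% were exactly 0 and 4.58% exactly 1. The number of reads behind each value is not part of these tables, so the depth of a single level is unknown.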

In brief, genomic DNA is digested using the methylation-insensitive restriction enzyme MspI in order to generate short fragments that contain CpG dinucleotides at the ends. After end-repair, A-tailing and ligation to methylated Illumina adapters, the CpG-rich DNA fragments (40–220 bp) are size selected, subjected to bisulfite conversion, PCR amplified and then sequenced on an Illumina HiSeq 2500 PE 2 × 100 bp^39^. The libraries were prepared for 100-bp paired-end sequencing. Around 30 million sequencing reads were obtained from each sample.

### Single-cell RNA-seq

Single cells were isolated using the Fluidigm C1 System. Single-cell C1 runs were completed using the smallest IFC (5–10 um) based on the estimated size of B3 cells. Briefly, cells were collected for each time-point at a concentration of 400 cells/μl in a total of 50 μl. To optimize cell capture rates on the C1, buoyancy estimates were optimized prior to each run. Our C1 single-cell capture efficiency was ~75–90% across 8 C1 runs. Each individual C1 capture site was visually inspected to ensure single-cell capture and cell viability. After visualization, the IFC was loaded with Clontech SMARTer kit lysis, RT, and PCR amplification reagents. After harvesting, cDNA was normalized across all libraries from 0.1–0.3 ng/μl and libraries were constructed using Illumina’s Nextera XT library prep kit per Fluidigm’s protocol. Constructed libraries were multiplexed and purified using AMPure beads. The final multiplexed single-cell library was analyzed on an Agilent 2100 Bioanalyzer for fragment distribution and quantified using Kapa Biosystem’s universal library quantification kit. The library was normalized to 2 nM and sequenced as 75 bp paired-end dual-indexed reads using Illumina’s NextSeq 500 system at a depth of ~1.0–2.0 million reads per library. Each Ikaros time-point was performed once, with the exception of 18 and 24 hour time-points, in which two C1 runs were required in order to achieve approximately ~50 single-cells per each time-point.

### Bulk and single-cell ATAC-seq

Single-cell ATAC-seq was performed using the Fluidigm C1 system as done previously^40^. Briefly, cells were collected for 0 and 24-hours post-treatment with tamoxifen, at a concentration of 500 cells/μl in a total of 30–50 μl. Additionally, 3 biological replicates of ~50,000 cells were collected for each measured time-point to generate bulk ATAC-seq measurements. Bulk ATAC-seq was performed as previously described^3^. ATAC-seq peak calling was performed using bulk ATAC-seq samples. ATAC-seq peaks were then used to estimate the single-cell ATAC-seq signal. Our C1 single-cell capture efficiency was ~70–80% for our pre-B system. Each individual C1 capture site was visually inspected to ensure single-cell capture. In brief, amplified transposed DNA was collected from all captured single-cells and dual-indexing library preparation was performed. After PCR amplification of single-cell libraries, all subsequent libraries were pooled and purified using a single MinElute PCR purification (Qiagen). The pooled library was run on a Bioanalyzer and normalized using Kappa library quantification kit prior to sequencing. A single pooled library was sequenced as 40 bp paired-end dual-indexed reads using the high-output (75 cycle) kit on the NextSeq 500 from Illumina. Two C1 runs were performed for 0 and 24-hour single-cell ATAC-seq experiments.

### Proteomics

A heavy-isotope labeled cell line representing the preB3 cell line at the starting condition was spiked to the sample before trypsin digestion to balance differences in sample amount resulting from sample preparation. After tryptic digestion, proteomic measurements of the 36 biological batches were analyzed by one-dimensional nanoRP-C18 LC-MS/MS in technical triplicates on an LTQ Orbitrap platform coupled to an Ultimate 300 RSLC system (Thermo-Fisher). First, peptide mixtures were desalted on a trapping column (0.3 × 5 mm, Acclaim PepMap C18, 5 µm, Thermo-Fisher) at a flow rate of 25 µl/min of 0.05% TFA. A linear gradient from 3% B to 32% acetonitrile in 0.1% formic acid in 4 h was applied optimal separation of the complete proteome sample. Peptides eluting from the column were directly transferred to the gas phase via a nano-electrospray ionization source (Proxeon) and detected in the mass spectrometer. A data-dependent acquisition cycle consisting of 1 survey scan at a resolution of 60,000 and up to 7 MS/MS scans were employed. Orbitrap MS spectra were internally calibrated on the siloxane signal at 442.1 m/z Charge-state detection was enabled allowing for a precursor selection of charges 2–5 and excluding precursors with undefined, single and higher charge. Precursors with minimal signal intensity of 5000 cps, were isolated within a 1.2 Da window and fragmented by CID (normalized collision energy 35, activation time 30 ms, Q 0.25) and analyzed in the ion trap. Previously analyzed precursors were dynamically excluded from MS/MS selection for 180 seconds.

### Metabolomics

Metabolomics measurements were performed on different biological batches than the other omics platforms because the sample preparation part for metabolomics is different than for the rest. In particular, metabolomics requires acute stopping of all metabolic reactions after sampling, while for other types of measurements this is not so critical. The cell extraction protocol for metabolomics consisted of filtration, washing, and quenching steps to remove medium from the cells and stop metabolism. Four biological batches (9, 10, 11 and 12) were acquired. Visual inspection of the cell pellets showed that batch 11 and 12 contained samples that were not completely dry. The metabolomics measurements were obtained with two different analytical platforms, a targeted liquid chromatography mass spectrometry (LC-MS) platform and gas chromatography mass spectrometry (GC-MS) platform. The LC-MS is a targeted platform measuring amino acids and biogenic amines and the GC-MS focuses on polar metabolites of the primary metabolism such as glycolysis, cyclic acid cycle and amino acid metabolism. LC-MS and GC-MS data had measurements for respectively 36 and 40 metabolites. The measurements were done on exactly the same samples. 80% of the pooled extract was for GC-MS, 10% for LC-MS, 8% for protein weight. Some metabolites were measured at both platforms. In that case, the LC-MS value was selected.

The metabolomics measurement pipeline includes two types of control: the quality control (QC) sample and the internal standard solution. The QC sample is typically a mixture of study samples that is inserted after each six study samples in the measurement series and is used to correct for experimental drift of the analytical instrument. Because of the limited availability of sample material the QC sample used here was not a mixture of study samples but material of control B3 cells not activated with tamoxifen. The internal standard solution for the GC-MS and LC-MS consists of 13C labeled yeast extract, which is added to each study sample at the beginning of the sample preparation process to correct for experimental errors made during the sample processing. For LC-MS an additional internal standard solution is added consisting of 13C labeled amines for most of the amines measured with the platform. For LC-MS the labeled versions of the metabolites were used as internal standard while for GC-MS the best internal standard was chosen based on the smallest residual standard deviation of the QC samples. During the process of measurement, the time points for each batch were randomized, but each Ikaros sample and its control were maintained together.

### Omics pre-processing

Data pre-processing is next described in detail for each omics type. Figure 4 shows a comparative overview of the different preprocessing pipelines.

**Fig. 4:**
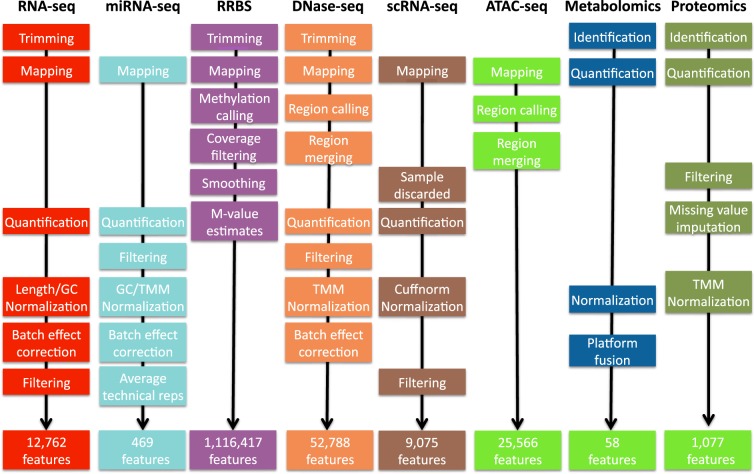
Preprocessing pipelines for 8 omics technologies. See methods for details.

### RNA-seq

Tophat2^41^ was used to map fragments to the mm10 reference genome; the very-sensitive mode only allowing a unique best mapping per fragment was used. Picard (https://broadinstitute.github.io/picard/) and Fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) were used to perform a quality control considering elements such as duplication levels, GC content and k-mer overrepresentation. We observed that the duplication level was high (over 90%) in most samples as expected for high sequencing-depth in RNA-seq; additionally, some samples were having a GC content over-representation (Supplementary file S1). Trimming was applied to remove Illumina primers and low-quality nucleotides^42^. HTSEQ^43^ *intersection-option* was used to assign fragments to genes. Data were normalized using *cqn*^44^, which corrects for GC content and gene-length. A non-parametric version of Combat methodology^45^ was used after cqn to correct for library-preparation effects.

### miRNA-seq

The quality of the sequencing reads was checked with the Fastqc tool with good results (Supplementary file S2). Alignment of raw data was performed using Novoalign (http://novocraft.com/) on mouse miRNA sequences from mirBase. Quantification was performed using multiBamCov^46^ and counts were found for 1,086 out of 1,908 miRNAs present in the database. Low count miRNAS were further filtered out with the CPM (counts per million) method in NOISeq R package^47^ by setting a threshold of 1 for CPM. The final dataset contained 469 miRNAs. GC content bias was eliminated with the cqn R package^44^, and data was normalized by TMM^48^. PCA analysis indicated that, although Control and Ikaros samples separated well above batches, a batch effect was observed for different Ikaros time points (not shown). This bias was corrected by ComBat^45^ and technical replicates were used to avoid confounding batches with experimental conditions. After batch correction, technical replicates were averaged for further analyses.

### DNase-seq

DNase-seq reads were trimmed to 36 bp and paired-end mapped to the mm10 reference genome using Bowtie2^49^ with options: –v 2 –k 1 –m 1–best –strata. DNase-seq peaks were called for each replicate using the HOMER findPeaks function. We employed a specific peak-calling strategy to capture several features of our DNaseI hypersensitive sites (DHS). Our strategy was to include both ‘narrow’ and ‘broad’ DHS peaks in our analysis. This captured a comprehensive set of sites with a wide DHS dynamic range. Initially, we used HOMER to determine narrow DHS peaks using a default size parameter (120–150 bp) with a minimum peak distance of 50 bp between DHS and an FDR of 1%. We then included a second round of peak calling, restricting to a peak size of 500 bp with a minimum peak distance of 50 bp between DHS peaks and an FDR of 1%. We then merged the two peak sets for each replicate. We required a minimum 1 bp overlap of peaks across all three biological replicates for each time-point respectively and generated a consensus DHS peak list across all time-points.

The consensus DHS (53,624) were filtered for chrM peaks, partial chromosomes, and mouse ENCODE blacklist regions. Counts representing the chromatin accessibility were estimated for each consensus DHS using the Bedtools coverageBed function. Additionally, no DHS were considered with less than 10 reads (~1 RPM) in all time-points, resulting in a final dataset with 52,788 consensus DHSs. Data were normalized by a combination of RPKM and TMM. An unwanted source of variability was detected in the data that could not be associated with any experimental factor such as production batches or library preparation. Therefore, a method like ComBat could not be applied in this case but we used the ARSyN method^50^ instead which can estimate the systematic sources of noise and then correct the data to remove them.

### RRBS

Initial quality assessment was based on data passing the Illumina Chastity filter. The second quality assessment was based on the reads using the Fastqc quality control tool version 0.10.0. Reads were adaptor- and quality-trimmed using Trim-Galore Software v0.3.4 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) in RRBS paired-end mode, in order to decrease methylation call errors arising from poor quality data. Mapping to the reference genome (GRCm38, mm10) was performed using Bismark v0.10.1^51^ and Bowtie2^49^. The quality of the mapping was inspected using HTSEQ-qa^43^. SAM files were used as input in Bismark to obtain methylation calls. Paired-end mode with no overlap mode was specified. The first four bases from each read were avoided to eliminate M-bias, i.e. deviation from the horizontal line in the mean CpG methylation level for each read position. BedGraph and *.cov files were further considered and analyzed with the BiSeq package^52^. Coverage was inspected before proceeding to smooth the methylation levels (between 0 and 1) per CpG site. Briefly, we firstly defined “frequently covered CpG sites” as those sites that are covered in at least 2/3 of the samples. The frequently covered CpG sites were considered only to define the cluster boundaries and we defined CpG clusters using a maximum distance of 100 bp and at least 20 CpGs. This selection resulted in 1,116,417 CpG sites within CpG clusters, with no threshold on coverage. 

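Joining the listed positions that lay at most 100 bp apart gave 18009 CpG clusters. The smallest clusters held 20 positions, which was the case for 833 clusters, while the median was 46 and the largest held 1034. The median length was 388 bp. Because both strands were listed, a cluster could hold fewer dinucleotides than positions. Counted as dinucleotides, the median was 28 and 5600 clusters (31.1%) had fewer than 20.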

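Both tables held 1116417 positions and 36 samples. Over all of them 450567 values (1.12%) were empty, and 895908 positions (80.2%) had a value in every sample. The position with the fewest values had one in 24 samples. In 1275 of the CpG clusters no position had a value in every sample, which left 16734 clusters, 16391 of them on autosomes.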

The extra coverage of unusually high covered sites (95% quantile of the coverage) was eliminated to remove potential biases during the smoothing step introduced by CpGs with exceptional high coverage. 

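Neighbouring positions of a cluster carried nearly the same level in these tables. Within a sample, levels at positions 1 bp apart, which are mostly the strands of one CG, differed by a mean of 0.0302 percentage points. The mean difference was 0.155 percentage points at 2 to 10 bp, 0.906 at 11 to 40 bp, 4.03 at 41 to 80 bp and 7.72 at 81 to 100 bp. The deposited levels include the smoothing, so single positions of a cluster are not independent measurements.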

Then, the methylation levels were smoothed with a bandwidth of 80 bp as described^52^. Clustering analysis was performed with the methylation estimates of the 20% most variable positions (based on CV), with multidimensional scaling or hierarchical clustering. 

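The 20% most variable positions by coefficient of variation were taken from the positions with a value in every sample, which gave 179182 positions. Their median mean level was 0.265%, and 99.9989% of them had a mean level under 10%, compared with 57.4% of all positions with complete values. On these positions, 18 of the 36 samples had a nearest neighbour of the same cell series by Euclidean distance (one-sided permutation test, p = 0.487), 2 had one of the same condition and 11 one of the same replicate number. Control 24 h replicate 3 was the nearest neighbour of 33 samples, so these counts mainly give how many samples share its label, and neither the counts nor the p test whether the groups separate. After centring within replicate number, as a replicate block, the count of the same series was again 18 (permutation test, p = 0.584). Selecting the 20% of positions by standard deviation gave a different set, with 6771 positions in both sets and a median mean level of 89.4%. On that set all 36 samples had a nearest neighbour of the same series (permutation test, p = 1e-05, the smallest the permutations can give).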

M-values were obtained after thresholding methylation levels in the interval [0.01, 0.99] to avoid infinite values, as M = log2(b/(1-b)), where b is the constrained methylation level. 

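The deposited M-values equalled this transform of the deposited levels to within 7.28e-06. At the lower limit of 0.01 or below were 45.6% of the levels, and 8.21% were at the upper limit of 0.99 or above, so that 1 M-value stood for more than 1 level at these values.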

The final dataset contained a total of 1,116,417 Methylation features.

### Single-cell RNA-seq

A total of 560 single-cell RNA-seq libraries were mapped with Tophat^53^ to the mouse Ensembl gene annotations and mm10 reference genome. Single-cell libraries with a mapping rate less than 50% and less than 450,000 mapped reads were excluded from any downstream analysis, resulting in 324 single-cells for all subsequent analysis. Cufflinks^54^ version 2.2.1 was used to quantify expression from single-cell libraries using Cuffquant. Gene expression measurements for each single-cell library were merged and normalized into a single data matrix using Cuffnorm. Genes with zero counts in more than 80% of the samples were removed resulting in a data matrix with 9,075 genes.

### ATAC-seq

Single-cell libraries were mapped with Bowtie^49^ to the mm10 reference genome using the following parameters (bowtie -S -p 2–trim3 10 -X 2000). Duplicate fragments were removed using Picard (http://picard.sourceforge.net). We considered single-cell libraries that recovered >5k fragments after mapping and duplication removal. Bulk ATAC-seq replicates were mapped to the mm10 reference genome using the following parameters (bowtie2 -S -p 10–trim3 10 -X 2000). Peak calling was performed on bulk replicates using HOMER with the following parameters (findPeaks <tags> -o <output> -localSize 50000 - size 150 -minDist 50 –fragLength 0). The intersection of peaks in three biological replicates was performed. A consolidated list of 25,466 peaks was generated from the union of peaks from 0 and 24 hour time-points.

### Proteomics

Data were searched against a protein sequence database containing all confirmed mouse protein sequences from the Uniprot database (swissprot), common contaminants and reversed using the Andromeda algorithm within the MaxQuant software suite version 1.5.0.0. Mass deviation settings for peptide detection were 20 ppm for the first search and 7 ppm for the main search. IT MS/MS data were searched with a mass accuracy of 0.6 Da. N-terminal acetylation and methionine oxidation were set as variable modifications, carbamidomethylation of cysteine as fixed modification. Unidentified signals, present at a similar retention environment, were matched if at least one run had a positive identification of the peptide sequence by enabling the match between run option within an alignment time window of 30 min. Obtained search results were filtered for reversed database hits on the peptide spectrum match level (1%) and the protein level (2%) and all protein groups with at least 1 razor or unique peptide were initially accepted. For quantitation of proteins over the different timepoints, light protein intensities were extracted from the data file for each protein.

Distant measuring intervals and long gradient times lead to a substantial variation between peak localization and areas of individual LC-MS/MS runs resulting in a huge number of missing values. This issue was addressed by:

- Alternative LC MS/MS alignment routines. Upon the observation that missing values were not randomly distributed, but associated to particular samples, we believed that a misalignment of chromatograms played a role. We improved the alignment between samples to rescue some of the missing values.
- RNA-seq data was used as database source protein identification. The rationale is that the mRNAs of expressed proteins should be found within the RNA-seq detected genes. Reducing the size of the protein database to proteins detected by RNA-seq will reduce the number of false hits and lead therefore to more specific data on the pre-B cell proteome. Since proteomic data exhibit a lower coverage of the proteins abundant in a cell, a substantial data loss is not expected.
- A conservative missing value imputation strategy was applied to log2-transformed data corresponding to 2,527 proteins. Briefly, this strategy discarded proteins with a large number of missing values, considered as not expressed those proteins that were missing either in the whole Control or Ikaros condition, and imputed values in conditions with only 1 out of 3 missings. Samples were normalized by the mean of medians per experimental condition. Proteins with missing values in all the 3 replicates per condition in at least 11 of the 12 conditions were discarded, resulting in 2,396 proteins used for the imputation. Proteins with all missing values in the Control condition were imputed from a Gaussian distribution with mean 50% of the minimum sample value and with standard deviation equal to the median of all within-group standard deviations for all the proteins in the original data. The same procedure was followed for Ikaros condition. Finally, when for a given condition only one of the three biological replicates was missing, the missing value was computed as before but using the mean of the two measured values. The resulting imputed data with no missing values were normalized by TMM. Both imputed and non-imputed datasets are available at the STATegra Figshare repository.

### Metabolomics

For the GC platform, a 13C labeled yeast extract was added as internal standard. A Quality Control (QC) sample was measured every 6 samples (See QC data in Supplementary file S3). For each of the compounds measured on the GC platform, the labeled compound peak that led to the smallest standard error in the QC samples for that compound, was selected as internal standard. Because the amount of sample was almost completely used for the two analytical platforms no replicate analyses were possible. This meant that the internal standard selection could not be validated using replicated samples as is common practice. For the targeted LCMS method, the optimal internal standards for each metabolite were chosen during optimization and validation of the method. The limited within batch drift effects were corrected using the batch correction approach developed by van der Kloet *et al*.^55^.

Four biological batches (batches 9 through 12) were provided to the metabolomics platforms, which were (physically) different from the batches used for mRNA-seq, miRNA-seq and proteomics. Visual inspection showed that samples of batch 11 and 12 were not completely dry. Analysis of some key metabolites and PCA showed batch 12 levels to be outside the general trend in batches 9, 10 and 11 (not shown). Therefore, it was decided to exclude batch 12 from further analysis.

Both analytical platforms show some overlap in the metabolites that were measured. On GCMS 22 metabolites were uniquely quantified and 18 metabolites were quantified uniquely on LCMS, while 18 metabolites were quantified both on GCMS and LCMS, making a total of 58 metabolites. Although the intensity levels of the GCMS and LCMS were rather different a high correlation between the two platforms for most overlapping metabolites was observed. Metabolite levels were log scaled and levels were mean-centered over the three batches 9, 10 and 11. For the metabolites that were measured both on GCMS and LCMS, the LCMS values were selected as this platform is targeted for these types of metabolites.

## Data Records

### Raw data

STATegra multi-omics data have been deposited in different public repositories dedicated to different data types^56–64^. Table 1 shows a list of the current hosting of raw data files. Moreover, pre-processed data arranged as a data-matrix per omics data-type have also made available at Lifebit^65^ site and at Figshare^66^.

**Table 1:** Public repositories hosting STATegra multi-omics data.

Data set	Database and accession
mRNA-seq	GEO, GSE75417^56^
miRNA-seq	GEO, GSE75394^57^
RRBS	GEO, GSE75393^58^
DNAse-seq	GEO, GSE75390^59^
ATAC-seq	GEO, GSE89362^60^
scRNA-seq	GEO, GSE89280^61^
scATAC-seq	GEO, GSE89362^60^
ChIP-seq	GEO, GSE38200^62^
Proteomics	ProteomeXchange, PXD003263^63^
Metabolomics	MetaboLights, MTBLS283^64^

### STATegra Knowledge Base

In order to evaluate how to best integrate and semantically map specific prior knowledge and relevant information derived from multiple sources together with heterogeneous experimental data, a STATegra Knowledge network for B-cell differentiation (KB) was developed^67^ applying the BioXM^TM^ knowledge management environment^68^. Prior knowledge includes among others relevant molecular elements (genes, proteins, metabolites, etc.), functional information (GO, OMIM, etc.), functional interactions (e.g. protein-protein interaction, transcriptional regulation (e.g. mouse TF-regulatory network), miRNA network, etc.) and information about gene homologs (mouse, rat, human). Also, genome features with coordinates for peak-to-gene associations of NGS data (e.g. mouse genome assembly mm10), metabolic and signal transduction pathways, cell types related to B-cell differentiation as well as ontologies such as the mouse anatomy ontology (MGI) were incorporated. This integrated and dynamically organized knowledge serves as information rich, structured background network. Semantic mapping of experimental data to this background network of prior knowledge enables complex integration and analysis approaches^69^. The STATegra Knowledge Base visualizes multiple omics data types and summarizes information from different layers on top of a network graph. The overlay of experimental data on top of such networks helps interpretation of results as well as validate database predictions.

## Technical Validation

### Validation of time course replicability

As a quality control of batch replicability, real time RT-PCR was used to check the impact of Ikaros in gene expression upon induction and reproducibility across time course experiments. RNA from all samples was extracted using RNAbee (AMS Biotechnology (Europe) Ltd) and treated with Turbo DNAse (Life technologies). Bioanalyser technology was used to check the RNA integrity and samples were quantified using a Nanodrop. Changes in the expression of few previously identified Ikaros-responsive genes were analyzed (Fig. 5). As expected^34^, early down-regulation of *Igll1* and *Myc*, late down-regulation of *Slc7a5*, *Hk2* and *Ldha*, and up-regulation of *Foxo1* and *Lig4* were consistently observed in the three independently collected time course replicates. Either frozen pellets or RNA samples from the time course experiments and 0 h time point collections were sent to the different experimental labs to perform the library preparation for the sequencing.

**Fig. 5:**
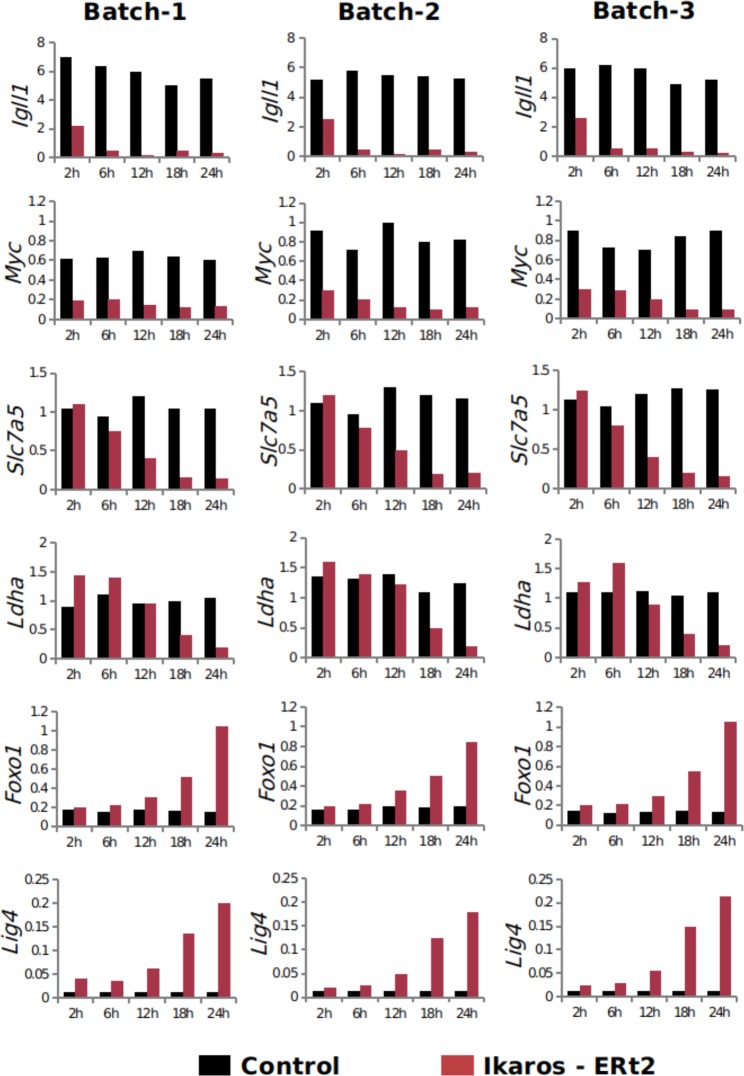
Biomarkers of B3 cell differentiation across three experimental batches.

### Validation of dataset replicability and co-variation structure

To assess the quality of our data we analyzed the correlation values between replicates of the same condition and compared to correlation values when samples belonging to different conditions were compared (Fig. 6a). We applied this analysis to RNA-seq, miRNA-seq, DNAse-seq, Methyl-seq, proteomics and metabolomics. 

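For Methyl-seq, the samples were RRBS libraries of the mouse pre-B cell line B3. The Ikaros series carried the inducible Ikaros-ERt2 fusion protein, which enters the nucleus on addition of 4-hydroxytamoxifen (4-OHT), and the Control series carried the empty vector. Each series had 6 time points (0, 2, 6, 12, 18 and 24 h) with 3 replicates, which made 12 conditions and 36 samples. The paper gives 0.5 µM 4-OHT for the induced time points and none at 0 h, while the sample labels give 0.5 µM at every time point. According to the labels, replicates 1 and 3 were of batches 1 and 4, and replicate 2 was of batch 2 at 0 h and of batch 3 at the other time points. The paper describes the 0 h cells as obtained separately, in different batches. The batches of the labels were used here. The authors mapped the reads to GRCm38, defined CpG clusters, limited the coverage of the most covered sites and smoothed the levels. Separate tables were deposited, the smoothed methylation level as a fraction and the M-value on the log2 scale. The paper gives an approximate number of sequencing reads per sample, the same for all. Neither table gives the coverage, so the depth behind each level is unknown. The share of positions without a value and the share of levels at exactly 0 or 1 are used here in place of coverage, which they reflect only indirectly. In the Ikaros series, the share of positions without a value was 0.342% in the median and ranged from 0.139% to 3.18%, the highest in Ikaros 24 h replicate 2. In the Control series the median was 0.323% and the range 0.110% to 11.6%, the highest in Control 0 h replicate 1. Levels at exactly 0 or 1 made up 36.2% ± 7.63 (SD, n = 18) of the values in the Ikaros series and 27.9% ± 4.89 (SD, n = 18) in the Control series. Correlations and principal components were computed from M-values at the positions with a value in every sample, without further normalization. Differences of CpG clusters were tested with limma on the mean M-value of each cluster. Permutation tests drew 100000 reassignments of the sample labels.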

ChIP-seq and ATAC-seq data were excluded as only two replicates were available in each case. Also, single-cell data was excluded from this analysis, as the zero-inflated nature of the technologies makes correlation analysis meaningless. 

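For RRBS, the 36 pairs of replicates of one condition had Pearson correlations of the M-values between 0.971 and 0.990, with a median of 0.9867. The 594 pairs of samples of different conditions ranged from 0.967 to 0.991, with a median of 0.9857. The difference between the medians was 0.0010 (two-sided permutation test over the 36 samples, p = 0.00582, Benjamini-Hochberg adjusted p = 0.0145 over 10 permutation tests). Single pairs of replicates had an SD of 0.00449, and pairs across conditions had a smaller one of 0.00394. The interquartile range was 0.00422 within and 0.00478 across conditions. Of the pairs across conditions, 214 (36.0%) had a correlation above the median of the replicates. With across pairs limited to samples of different replicate numbers and labels shuffled within replicate number, as a replicate block, the difference was 0.000959 (permutation test, p = 0.00781). Deviations from the condition means were not shared between samples of one replicate number, with a mean correlation of 0.000664 over 198 pairs. When the pairs across conditions were limited to the same cell series, their median was 0.9862 and the difference 0.000521 (permutation test, p = 0.167). Pairs from different series had a median of 0.9853. Among the across pairs, those sharing a batch of the labels had a median of 0.9853 and those of different batches 0.9858. With Spearman correlation, the medians were 0.9115 within and 0.9065 across conditions. The alternative that moved the difference most was the restriction to the 20% most variable sites, where the medians were 0.0558 and 0.0451.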

We found that, for all technologies, biological replicates had very high correlation (>0.9, Fig. 6a), in general higher than the correlations among samples of different experimental conditions that also displayed a wider range of values. This result reflects the time course nature of the experimental design, where closer time points have higher correlations than distant time points.

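In the Ikaros series, the RRBS correlation of a pair fell with the hours between its samples over 153 pairs of 18 samples (Mantel r = -0.281, permutation p = 0.0055; Spearman rho = -0.297, permutation p = 0.00457; adjusted p = 0.0145 over 10 permutation tests). The fall was not steady, and each lag holds pairs of different time points. The mean correlation was 0.9836 ± 0.00487 (SD over 18 pairs) for replicates of the same time point, 0.9853 ± 0.00197 for pairs 2 h apart (9 pairs), 0.9868 ± 0.00132 at 4 h (9 pairs), 0.9839 ± 0.00374 at 6 h (36 pairs) and 0.9849 ± 0.00266 at 10 h (9 pairs). It was 0.9831 ± 0.00451 at 12 h (27 pairs), 0.9861 ± 0.00249 at 16 h (9 pairs), 0.9829 ± 0.00378 at 18 h (18 pairs), 0.9802 ± 0.00357 at 22 h (9 pairs) and 0.9793 ± 0.00370 at 24 h (9 pairs). With pairs limited to different replicate numbers, as a replicate block, r was -0.253 (permutation p = 0.00998). Within replicate numbers, with 6 samples each, r was -0.490 (exact permutation p = 0.0333) for replicate 1, -0.544 (exact permutation p = 0.0236) for replicate 2 and -0.0491 (exact permutation p = 0.861) for replicate 3. Without the 24 h samples, a choice made after the data were seen, r was -0.0359 (permutation p = 0.79), so the relation rested on the 24 h samples. In the Control series, which received the same 4-OHT, r was -0.0584 (permutation p = 0.584; rho = -0.0402, permutation p = 0.685) and -0.0549 in the replicate block (permutation p = 0.569). Within its replicate numbers r was -0.107, -0.395 and 0.114. The difference in r between the series was -0.223 (permutation test swapping the series within pairs of one time point and replicate number, p = 0.279).

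**Figure D1:**
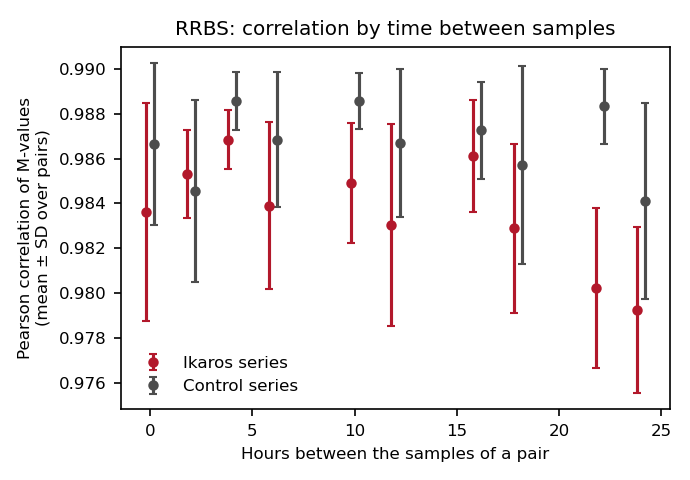
Mean Pearson correlation of RRBS M-values (y axis; error bars, SD over pairs) against the hours between the samples of a pair (x axis) for the Ikaros series (red) and the Control series (grey). At 24 h apart the Ikaros mean was 0.9793 and the Control mean 0.9841.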

**Fig. 6:**
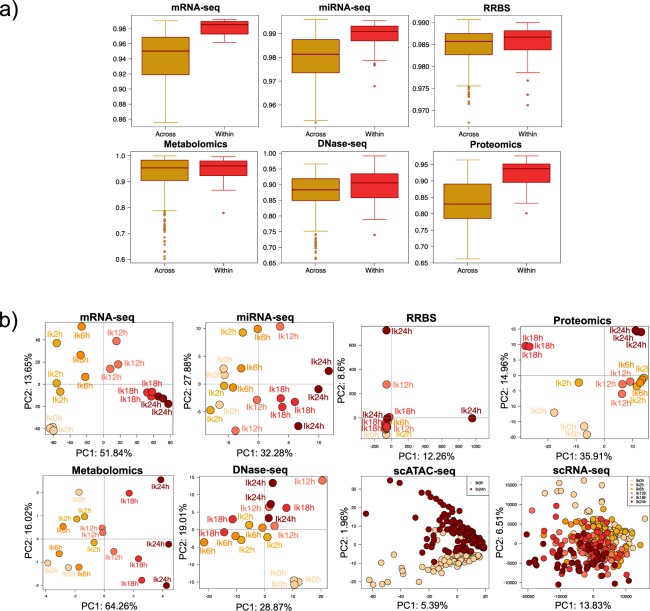
Quality control of STATegra multi-omics data. (**a**) Distribution of pair-wise correlation values for samples belonging to different (Across) or the same (Within) experimental conditions. (**b**) PCA analysis. Only the Ikaros series is shown. Data were preprocessed as described in Methods. Time progression is represented by an increasingly darker red color.

To further validate data and to understand whether the different omics measurements captured the dynamics of B-cell differentiation and/or had a similar co-variation structure, we ran Principal Component Analysis for all datasets (Fig. 6b). In general, the different multi-omics datasets show PCA plots that recapitulate the time progression of our inducible system. A well spread temporal progression on the first PC was observed for mRNA-seq, miRNA-seq and scRNA-seq data, being RNA-seq the dataset with the most consistent progression signal. Metabolomics and Proteomics showed a two-stage pattern, with samples from 0 h–12 h hours clustering at negative values, and samples at 18 h–24 h clustering at positive values of the first and second PC, respectively. 

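In the PCA of the RRBS M-values of the 18 Ikaros samples, the first component held 12.3% of the variance and the second 8.6%. A single library, Ikaros 24 h replicate 2, made up 94.2% of the sum of squares of the first component, and Ikaros 24 h replicate 1 made up 76.4% of the second, followed by Ikaros 12 h replicate 3 with 11.1%. The third component held 8.36%, of which Ikaros 12 h replicate 3 made up 81.1%. The scores of the first component had an absolute Pearson correlation with time of 0.402 (permutation p = 0.0139, adjusted p = 0.0278 over 10 permutation tests) and a Spearman rho of 0.473 (permutation p = 0.0498). For the second component the values were 0.494 (permutation p = 0.0167, adjusted p = 0.0278) and 0.661 (permutation p = 0.00371). Adjusted over the 10 components examined in both series, p was 0.0835 for both. After centring within replicate number, as a replicate block, they were 0.440 (permutation p = 0.0226) and 0.466 (permutation p = 0.0565). Within replicate numbers, with 6 samples each, the correlation of the first component with time was -0.0535, 0.737 and 0.464 for replicates 1, 2 and 3, and that of the second was 0.757, 0.831 and 0.225. Without the 24 h samples, the farthest from the median time, the first component had a correlation of 0.242 (permutation p = 0.466) and the second 0.511 (permutation p = 0.0161). With each position scaled as well as centred, they were 0.126 (permutation p = 0.725) and 0.294 (permutation p = 0.266). In the Control series, the first component held 13.5% of the variance, of which Control 0 h replicate 1 made up 91.7%, and the second held 8.13%, of which Control 18 h replicate 3 made up 91.3%.

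**Figure D2:**
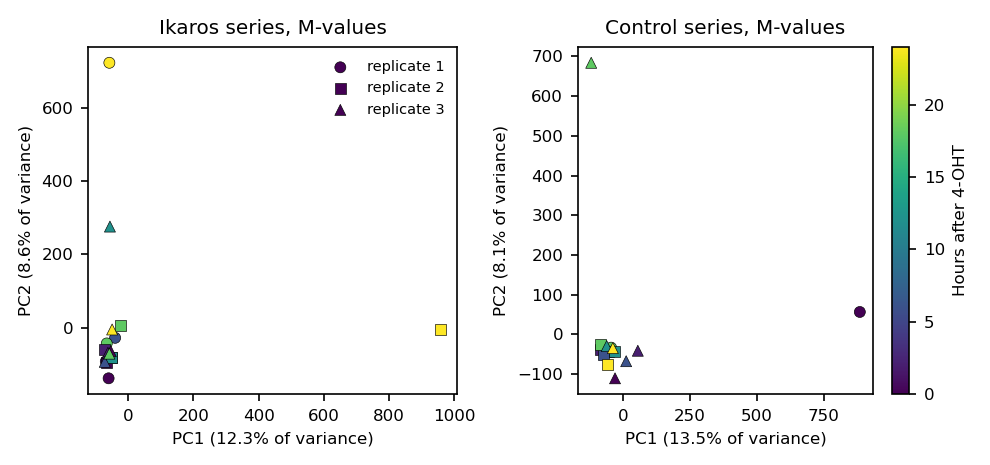
Scores on the first (x axis) and second (y axis) principal components of the RRBS M-values, 1 point per sample, for the Ikaros series (left) and the Control series (right). Colour gives hours after 4-OHT and shape the replicate number. Most samples lie close together, and Ikaros 24 h replicate 2 and Control 0 h replicate 1 lie far out on the first components.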

DNase-seq showed a noisier, but distinguishable distribution of the temporal signal at PC2, while RRBS is the only dataset with an unclear temporal pattern. For scATAC-seq, only two time points were measured and cells nicely separated on the second PC. This analysis reveals that multi-omics datasets consistently described the progression of B-cell differentiation but also that the different omics technologies present different noise levels. 

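For RRBS, 29.8% of the sum of squares of the M-values in the Ikaros series lay between the 6 time points (one-sided permutation test, p = 0.0734), where shuffled time points give 29.4% on average. In the Control series the share was 29.4% (permutation test, p = 0.472). With values centred and labels shuffled within replicate number, as a replicate block, the shares were 33.7% (permutation test, p = 0.114) and 33.3% (permutation test, p = 0.447). The cell series accounted for 5.81% over the 36 samples (permutation test, p = 1e-05, the smallest the permutations can give), where shuffled labels give 2.86% on average, and for 6.15% in the replicate block (permutation test, p = 1e-05). Within replicate numbers 1, 2 and 3, with 12 samples each, the share of the cell series was 12.3%, 11.1% and 12.6% (permutation test, p = 0.00209 in each, about the smallest possible). Such shares rise when fewer samples are used, also with shuffled labels, so they cannot be compared with the 5.81%. The cells of each series were transduced and sorted separately. The tests of the series therefore cannot tell the vector from other differences between the sorted cell populations. The batches in the labels accounted for 7.93% (permutation test, p = 0.867). With limma on the CpG clusters, 0 clusters changed over the time points in the Ikaros series at an adjusted p under 0.05, and 873 had an unadjusted p under 0.05. In the Control series 2 clusters changed, and 808 had an unadjusted p under 0.05. With the replicate number as a block, the counts were again 0 and 2. The 2 Control clusters lay on chromosome 4 from 146475206 to 146475451, over exons of Gm13241 and Gm26573 (adjusted p = 0.0095), and on chromosome 3 from 141378744 to 141379034, in an intergenic region 86182 bp from a transcription start of Unc5c (adjusted p = 0.0342). On the smoothed levels in place of the M-values, neither passed (adjusted p = 0.119 and 0.978). The level of the first was 99.0% ± 0.250 (SD, n = 3) at 0 h and 97.4% ± 0.269 (SD, n = 3) at 24 h, and the level of the second was 88.9% ± 5.66 (SD, n = 3) at 0 h and 84.7% ± 4.58 (SD, n = 3) at 24 h. No cluster had a different course over time between the series, with 857 at an unadjusted p under 0.05, and the count with the replicate block was also 0. From the PCA of each dataset, the paper concludes that the technologies differ in their noise.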

Interestingly, dynamic patterns are slightly different for nucleic acids and proteins and metabolites, possibly indicating a later response of these with respect to the transcriptional change.

### Multi-layer data example

In order to illustrate the consistency of the STATegra multi-layer data, we analyzed values for the *lactate dehydrogenase A* gene (Fig. 7). LDHA catalyzes pyruvate to lactate conversion in the final step of anaerobic glycolysis (Fig. 7a). *Ldha* is one of known Ikaros target genes^34^ and downregulated upon Ikaros-induced differentiation of the B3 cell line (Fig. 5). The STATegra footprint data confirmed that Ikaros binds to the promoter region of the *Ldha* gene (Fig. 7b) while the promoter DHS signal, mRNA and protein levels were downregulated as cells progressed towards the pre-BII stage (Fig. 7c). We obtained confirmed microRNAs targeting the *Ldha* transcript 3’UTR from the mirWalk database^70^ and identified four microRNAs with a strong negative correlation with *Ldha* expression levels (Fig. 7d). One of these microRNAs, mir449a-5p, has been reported to bind and regulated *Ldha* in human cells^71^. Additionally, in comparison with the control, decreasing levels of pyruvate and lactate were found in Ikaros samples as differentiation progressed (Fig. 7e), consistent with a lower LDHA enzymatic activity. Finally, STATegra data indicated a general downregulation of glycolysis at gene expression, protein levels and DNA accessibility (Fig. 7f). In summary, the STATegra data recapitulates known metabolic-switch observations in the B3 system and showed a consistent pattern of change across regulatory layers.

**Fig. 7:**
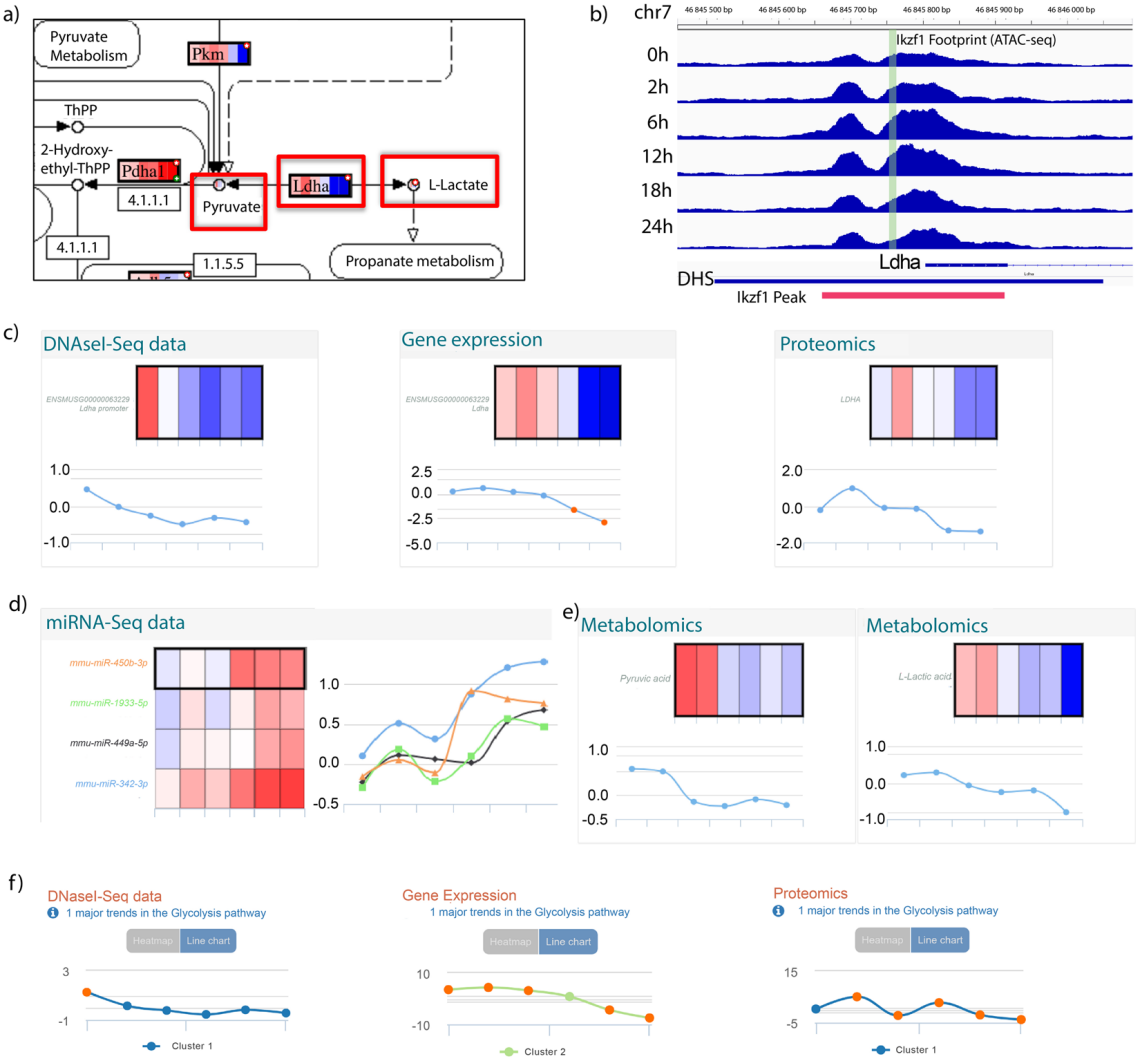
STATegra data for lactate dehydrogenase A. (**a**) LDHA reaction at glycolysis. (**b**) Promoter regions of the *Ldha* gene showing a DHS and IKZF1 footprint identified by DNase-seq. Only values for the Ikaros-induced time course are shown. In red, the IKZF1 ChIP-seq peak region. (**c**–**e**) Paintomics^27^ representation for Ldha data as heatmaps and line plots of log2FC values between Ikaros and Control. Data points correspond, from left to right, to 0, 2, 6, 12, 18 and 24 hours after Ikaros induction. At heatmaps, red indicates up-regulation and blue indicates down-regulation. (**c**) Ldha data for DNase-seq, RNA-seq, Proteomics. (**d**) Data for miRNA-seq where miRNA-Ldha target data was predicted by at least 5 algorithms in the mirWalk^70^ database. (**e**) STATegra log2FC values for pyruvate (left) and lactate (right). (**f**) Major Gene Expression, Proteomics, and DNase-seq trends for glycolysis pathway computed by Paintomics^27^.

## Supplementary information

Supplementary file S1

Supplementary file S2.

Supplementary file S3.

## Data Availability

Preprocessing scripts for each of the omics datasets, together with relevant intermediate files, are available at the STATegraData GitHub repository^72^. Preprocessing scripts collect in one.txt file all code and parameters required to transform raw data files into one consolidated data matrix with *ready to use* quantitative data, where samples are arranged in columns and features are arranged in rows. Script files may contain code for multiple programming languages or simply list parameters used in commercial software when applicable.

How the deposited data were processed for this re-analysis (not part of the article)

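RRBS was measured in 36 samples of the B3 cell line, 18 of the Ikaros series and 18 of the Control series, at 6 time points with 3 replicates each. The authors trimmed the reads, mapped them to GRCm38, called methylation, limited the coverage of unusually highly covered sites and smoothed the levels within CpG clusters with the BiSeq package. The authors deposited the smoothed level of each position as a fraction from 0 to 1. The authors also deposited M-values, on a log2 scale, computed from the levels limited to 0.01 to 0.99. Neither table gives reads or coverage, so the depth behind each value is unknown, no coverage minimum was applied, and no counting error can be given. The precision of each value is described only by the spread between replicates.

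Conditions, replicate numbers and batches were taken from the sample labels and the paper. All 36 sample columns of both tables were used. The labels and the paper differ on 4-OHT at 0 h, and the paper's description was used. The pairing by replicate number comes from the labels, where the numbers 1 to 3 recur in every condition. Since the paper describes the 0 h cells as obtained separately, 0 h samples may not share a batch with later samples of their number.

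The tables were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Positions with a value in all 36 samples were used, 895908 in number. This set was chosen after the number of empty values was seen, and sets with other rules for empty values were added as alternatives. CpG clusters were runs of listed positions at most 100 bp apart with at least 20 positions. The value of a cluster was the mean over its positions with complete values. Pearson correlations, principal components (centred, not scaled), shares of the sum of squares and Euclidean distances were computed from all such positions or from the 20% most variable. Their p-values came from 100000 random reassignments of sample labels, or from all of them for groups of 6 samples, and were two-sided except for the shares of variance and the nearest neighbours. Benjamini-Hochberg adjustment covered the 10 designed permutation tests.

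Clusters were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) at an adjusted p under 0.05 after Benjamini-Hochberg adjustment. The difference between the series was fitted with the time point as a factor, change over time with a moderated F test within a series, and a different course over time with the 5 interaction terms. The counts were compared with those of 100 splits of the samples for each test, the real one included. The limma steps were tested on simulated clusters with the real means and residual SDs and 200 changed clusters, and the permutation functions on simulated tables.

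Clusters were named by a rule set before the data were examined. It covers clusters within 1000 bp of a transcription start (GENCODE M21) of 11 genes the paper names, and the 3 clusters with the smallest p-value past the threshold of each limma test. Of the 11 genes, 9 had such a cluster, and Igll1 and Myog had none.

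The alternatives tried were the levels in place of the M-values, the most variable sites, cluster means, single sites, autosomes, intermediate levels, Spearman correlation, scaling, replicate number or batch as a block, the 2 h to 24 h samples, and each sample and each replicate number left out. The other omics data of the paper were not analysed here.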

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

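The 810 clusters and the coverage and GC tests below were planned before their results were seen. Of the tests on the slope of the mean level, the comparison of 0 h with 24 h and the slopes within batches were chosen after their results were seen, and the slope itself was noticed in the same data. The tests on Control 24 h replicate 2 were chosen after its values at the named clusters were seen.

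The paper compares Methyl-seq correlations within and across conditions, but reports no test of methylation differences between the Ikaros and the Control series. Of 16734 CpG clusters, 810 (4.84%) differed between the series with limma at an adjusted p under 0.05. The cells of each series were transduced, sorted on GFP and frozen before the time courses, and the paper gives no number of transductions. The tests treat cultures as replicates. They cannot tell an effect of the vector from another difference between the sorted cell populations. Of these, 621 were higher and 189 lower in the Ikaros series. With the replicate number as a block, 820 clusters passed, 789 of them among the 810. The size of the difference was 3.16 percentage points in the median, and 269 clusters differed by more than 5 percentage points. Of 100 splits that swapped the series within pairs of one time point and replicate number, 1, the real one, gave as many clusters, and the largest count of the others was 212. The clusters with the smallest p-values lay on chromosome 18 from 54987739 to 54987993 in an exon of Zfp608 (40.3% ± 6.73 in Ikaros, from 25.8% to 56.6%, and 14.3% ± 4.43 in Control, from 10.1% to 31.0%, SD, n = 18 each), on chromosome 2 from 5714258 to 5715251 in a UTR of Camk1d (94.0% ± 1.14 and 83.2% ± 3.00), and on chromosome 13 from 45963503 to 45964502 in an intron of Atxn1 (41.2% ± 3.79 and 22.4% ± 5.48). Their limma adjusted p-values were 1.03e-11, 2.25e-10 and 3.5e-10.

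If the difference followed Ikaros activity, it would be small at 0 h. Clusters were called on the 2 h to 18 h samples alone, which gave 698. Their median difference in M-value, in the called direction, was 0.51 at 0 h and 0.52 at 24 h, so 97.1% of it was present at 0 h, which the paper describes as without 4-OHT. The direction was the same at 0 h in 84.1% of these clusters and at 24 h in 85.2%. The 24 h difference includes Control 24 h replicate 2, which lay toward the Ikaros series at these clusters. Without it the 24 h difference was 0.67, in the same direction in 89.4% of the clusters, and 76.3% of it was present at 0 h. The signed difference did not follow the GC content over all tested clusters (Spearman rho = -0.00258 across clusters, which are not independent). Since differences go both ways, this does not test whether their size or frequency follows GC content. With the share of positions without a value and of levels at exactly 0 or 1 of each sample as covariates, 347 clusters passed, 42.8% of the count, and 308 of them were among the 810. Under the rule set beforehand, a fall under 50% counts toward coverage. The series also differ in these measures, so part of the pattern cannot be told apart from uneven coverage. The 308 clusters passed with these measures in the model. The measures reflect coverage only indirectly, so uneven coverage is not excluded for these clusters either. No biological explanation other than Ikaros activity was tested.

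Control 24 h replicate 2 lay toward the Ikaros series at clusters that differ between the series, and whether it is a mixed sample is open. On the line from the Control mean (0%) to the Ikaros mean (100%) of the 2 h to 18 h samples, over the 698 clusters, it lay at 73.0%. The other Control samples of 0 h and 24 h lay from 3.07% to 22.4%, and the Ikaros samples of 0 h and 24 h from 86.8% to 110% of the way. Its position was 67.0% over the 523 clusters higher in Ikaros and 94.3% over the 175 lower ones. Its share of positions without a value was 0.214%, within the range of its series, and its mean level of 38.1% was not toward the Ikaros series. The samples of 2 h to 18 h define the line and were not placed on it. Without this sample, 832 clusters differed between the series, 761 of them among the 810. A swapped label would place it among the Ikaros samples, but it lay below their range over the 698 clusters, though not over the 175 lower ones (75.0% to 102% in Ikaros). Over all sites and over the 20% most variable sites by SD the nearest neighbour of each of the 36 samples, this one included, was of its own series. A mixture mostly of Ikaros cells would also move the mean level and the neighbours toward that series, which was not seen. The positions are on M-values, which do not move in proportion to a mixture. Neither a mixture nor a swap was settled. No biological explanation was tested.

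The mean methylation level moved apart between the series over time. The slope was 0.195 percentage points per day in the Ikaros series and -0.138 in the Control series, and the difference of 0.333 was tested by swapping the series within pairs of one time point and replicate number (permutation test, p = 0.0104, 36 samples). The level and time had r = 0.500 (permutation p = 0.0362) in the Ikaros series and -0.362 (permutation p = 0.141) in the Control series. Without the 24 h samples r was 0.432 (permutation p = 0.108) and -0.0795 (permutation p = 0.78). The Control fall alone was thus not told apart from none. The Ikaros minus Control difference was 0.144 percentage points at 0 h and 0.536 at 24 h, so 26.8% of the latter was present at 0 h. A difference that widens with time is smaller at 0 h, so this share restates the slope and does not test Ikaros activity, from which the pattern cannot be told apart. With the coverage measures as covariates, 104% of the slope difference was left, and over the 2 h to 24 h samples 93.9%. These measures reflect coverage only indirectly, so the 104% does not set coverage aside. With the batch as a factor 100% was left, but the series are balanced within batches, so that value was fixed by the design and tests nothing. Within replicate numbers 1, 2 and 3 the slope difference was 0.308, 0.375 and 0.315. A shift shared by both series cancels from these values by design, so they can only show a shift that differs between the series. By the labels, replicates 1 and 3 are each of a single batch with both series at all time points. The smaller of their values was 92.6% of the pooled one, so a shift between these batches in 1 series alone does not give the pattern. The paper describes the 0 h cells as obtained separately. If they were of other batches, a shift between 0 h and the later samples is not excluded within these replicates. The slope difference depends on the positions used. Over all positions with a value in each sample it was -0.0504 (permutation test, p = 0.93), where Control 0 h replicate 1, without a value at 11.6% of the positions, had a mean level of 38.5%. The reversal comes from this library. On these positions the slope was 0.191 percentage points per day in the Ikaros series and 0.241 in the Control series, and -0.0717 in the Control series without it. The slope difference was then 0.262, while it stayed between -0.158 and 0.00503 with each of the other 35 samples left out in turn. Without the Ikaros and Control samples of 0 h and replicate number 1, it was 0.226 (permutation test, p = 0.142), so on these positions it did not pass the threshold. These checks were chosen after the values were seen.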

How the results depend on the processing

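The alternatives were set before the data were examined, except those that concern empty values, the slope of the level and the 24 h samples in the lag relation, which were added after. The share of variance by cell series and the tests of clusters near named genes kept their direction and their side of the threshold under the alternatives run for them.

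The difference between within and across correlations was 0.000521 with across pairs of the same series only (p = 0.167 from a permutation test) and from 0.000576 to 0.00137 across the 39 fits that left out a sample or a replicate number, of which 3, those without a whole replicate number, lost the threshold.

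The lag relation of the Ikaros series lost the threshold on the 20% most variable sites (-0.172), over 2 h to 24 h (-0.202) and without the 24 h samples (-0.0359), and ranged from -0.390 to -0.230 across 21 leave-outs, of which 1 lost it. For the Control series the sign was reversed with Spearman correlation (0.0121) and over 2 h to 24 h (0.0303), far from the threshold in both, and leave-outs ranged from -0.100 to -0.00783. 

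The first component's correlation with time lost the threshold on the levels (0.378), the 20% most variable sites (0.0340), with scaling (0.126), without the 24 h samples (0.242) and over 2 h to 24 h (0.395), and ranged from 0.391 to 0.538 across 21 leave-outs, of which 1 lost it. The second component's lost it on the levels (0.375), with scaling (0.294) and in the replicate block (0.466), and ranged from 0.0504 to 0.576 across 21 leave-outs, of which 4 lost it. The share of variance by time passed in 3 of 21 leave-outs in the Ikaros series (range 31.0% to 45.9%) and in 1 of 21 in the Control series (30.7% to 45.6%). These shares rise when fewer samples are used.

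The difference in mean level was 0.308 percentage points (permutation test, p = 1e-05, the smallest the permutations can give) and the same in the replicate block (exact sign-flip permutation p = 1.53e-05, 17 of 18 pairs higher in Ikaros). As the median over sites it was 0.0393 and lost the threshold (permutation test, p = 0.579). The slope difference of the level reversed over all positions with a value (-0.0504), fell past the threshold as the median over sites (0.374, p = 0.0504 from a permutation test) and without the 24 h samples (0.264), and over all positions with a value without the samples of 0 h and replicate number 1 (0.226), and ranged from 0.312 to 0.345 across the 3 fits without a replicate number, of which 2 lost the threshold. Nearest neighbours of the same series numbered 36 on the 20% most variable sites by SD and 36 on all sites.

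Clusters differing between the series numbered 464 of 1865 with a mean level of 10% to 90%, 22156 of 895908 as single sites, and from 368 to 863 across 39 leave-outs. Clusters changing with time in the Ikaros series numbered 2 over 2 h to 24 h, 165 as single sites and 0 to 5 across leave-outs. In the Control series they numbered 0 on the levels, 1 at 10% to 90%, 6 with the batch as a factor, 0 over 2 h to 24 h, 161 as single sites and 0 to 12 across leave-outs. The cluster at Gm13241 and Gm26573 lost the threshold in 4 of 21 leave-outs and the one near Unc5c in 12 of 21. Interaction clusters numbered 1 at 10% to 90%, 1 with trend and robust estimation, 175 as single sites and 0 to 14 across leave-outs. The cause of these changes was not tested. Smoothed neighbouring sites are not independent, so counts of single sites are not counts of separate regions. No coverage minimum could be tried, since coverage is not part of the tables, and how far depth limits a single cluster is unknown.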

Differences from the paper's values

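None of the values the paper states for RRBS differed from the values computed here by the rules used. The paper states, for its technologies together, that closer time points correlate more than distant ones. In RRBS the Control series had a lag correlation of -0.0584 (permutation test, p = 0.584), and in the Ikaros series replicates of one time point had a lower mean correlation (0.9836) than pairs 4 h apart (0.9868). The pairs 4 h apart are only those of 2 h with 6 h. Replicates within Ikaros 2 h had a mean of 0.9864 and within 6 h 0.9873, while those within 24 h had 0.9746. The comparison thus mixes different time points and does not by itself contradict the paper.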

Other observations

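Of the tests in this part, those on single libraries were chosen after the components and the empty values had been seen, and the test of the lag relation was set before its result was seen.

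Single libraries stood far from the others in the correlations and components. The mean correlation of a sample with the others of its series fell with its share of levels at exactly 0 or 1, with Spearman rho = -0.707 in the Ikaros series (n = 18, permutation p = 0.00144, adjusted p = 0.00432 over 6 relations) and -0.496 in the Control series (n = 18, permutation p = 0.0378, adjusted p = 0.0567). Pearson's r was -0.887 (permutation p = 3e-05) and -0.565 (permutation p = 0.00599). Without the 2 samples farthest from the median share, r was -0.741 (permutation p = 0.00111) and -0.474 (permutation p = 0.0632). Within replicate numbers 1, 2 and 3, r was -0.816, -0.934 and -0.855 in the Ikaros series and -0.862, -0.678 and -0.487 in the Control series (n = 6 each). For the share of positions without a value, rho was -0.763 (permutation p = 0.00037, adjusted p = 0.00222) in the Ikaros series. In the Control series it was -0.521 (permutation p = 0.0281, adjusted p = 0.0562), which did not pass after adjustment. For this share r was -0.931 and -0.897, or -0.843 and -0.513 without the 2 farthest samples. Without them rho was -0.662 (permutation p = 0.00597) and -0.324 (permutation p = 0.221). In replicate number 2 of the Control series this r was 0.648, so the relation did not hold there. For the hours after 4-OHT in the Ikaros series, rho was -0.317 (permutation p = 0.204) and r -0.512 (permutation p = 0.0245). The 3 samples of 24 h are equally far from the median time, and without them r was -0.0372 (permutation p = 0.895), so the relation with time rests on the samples of 24 h, which include Ikaros 24 h replicates 1 and 2 themselves, and time is not set aside by this. Within replicate numbers 1, 2 and 3 of the Ikaros series, with 6 samples each, r with the hours had the same sign. It was -0.339 (permutation p = 0.506), -0.851 (permutation p = 0.0139) and -0.191 (permutation p = 0.718). Further, the batches in the labels held 2.31% of the variance of the mean correlation (permutation test, p = 0.866). Uneven coverage is a candidate explanation, and coverage itself was not measured.

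The fall of the Ikaros correlations with the hours between samples may follow the same property. With the coverage measures of both samples regressed out of each pairwise correlation, r with the hours apart was -0.0212, which is 7.53% of its size. Ikaros 24 h replicates 2 and 1 were without a value at 3.18% and 1.45% of the positions, the farthest from the median of that series, so time and coverage cannot be told apart in those samples. The 24 h replicates correlated less with each other (0.9746 ± 0.00398, SD over 3 pairs) than with the 0 h samples (0.9793 ± 0.00370, 9 pairs). A state shared by the 24 h samples would make them alike. These values give no sign of it, though the spreads overlap.

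With time points shuffled within replicate number, 18 of 100 splits gave at least the 2 clusters that changed with time in the Control series. In the Ikaros series 0 clusters changed (873 at an unadjusted p under 0.05), a count that 100 of 100 splits reach whatever the data, so the splits test nothing there. The same holds for a different course over time between the series, with 0 clusters (857 at an unadjusted p under 0.05) and 100 of 100 splits. The mean level was higher in the Ikaros series by 0.308 percentage points, and 104% of that was left with the coverage measures as covariates. Coverage is not set aside by this, since these measures reflect it only indirectly.

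The 13 CpG clusters near transcription starts of named genes did not pass the threshold in any of the limma tests. The cluster at Myc, on chromosome 15 from 61984900 to 61986447, had a level of 0.796% ± 0.766 (SD, n = 18) in the Ikaros series and 0.554% ± 0.292 in the Control series. At Ldha (chromosome 7, 46845578 to 46846182) the levels were 0.232% ± 0.265 and 0.464% ± 0.581, and at Slc7a5 (chromosome 8, 121906714 to 121907616) 0.393% ± 0.367 and 0.223% ± 0.154. At Ikzf1, which encodes Ikaros, a cluster on chromosome 11 from 11685839 to 11686045 in a UTR and exon had levels of 98.5% ± 0.603 and 97.9% ± 0.827 (limma adjusted p = 0.234). The Ikzf1 cluster from 11685400 to 11685649 had 97.6% ± 2.76 and 98.0% ± 2.03 (limma adjusted p = 0.689). The one from 11686154 to 11686297 had 98.0% ± 1.09 and 97.9% ± 1.33 (limma adjusted p = 0.869). At Myod1 (chromosome 7, 46376629 to 46376818) the levels were 97.3% ± 1.95 and 97.4% ± 1.31.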
